A study of Homo sapiens with 6 samples.

How the data were processed

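The samples were NT2/D1 cells, a human embryonal carcinoma line that forms neurons when given all-trans retinoic acid, carrying a stably integrated, doxycycline-inducible short hairpin RNA (shRNA) against BRAT1. Per the labels' protocols, total RNA was depleted of ribosomal RNA and made into stranded libraries, cells were harvested at day 0 and at day 28 of retinoic acid treatment, and doxycycline at 1 µg/ml was given together with retinoic acid to induce the shRNA. The labels gave 3 groups of 2 libraries each: day 0, day 28 without doxycycline (uninduced) and day 28 with doxycycline (induced).

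Each library's gene table, deposited by the authors, held expected counts and TPM for 57773 Ensembl genes, with column names of the kind RSEM writes, per the file headers. Its names carried the build hg19 and a single-end mark. The aligner, the annotation release and whether counting used strand were not stated in the labels. Expected counts divide a read among the genes it fits, and 8.10 to 8.65% of all 57773 genes, with or without counts, held a fractional value per library. TPM values were scaled by the authors to a fixed sum per library over effective gene length, per the file headers. Count and TPM tables of the whole series held the same values as the tables of single libraries (largest difference 0). The authors also deposited 2 comparison tables with log2 fold changes and adjusted p-values. Their log2 fold changes differed by less than 0.001 from those computed here with DESeq2 on the 4 libraries compared, for 100% of genes. Their adjusted p-values did so for 58.7% of genes in differentiation and 44.5% under induction, and how the authors filtered genes was not stated. The effective gene length in the same files, deposited by the authors in bases, was used only to test for length bias.

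Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr, which left 19816 genes holding 99.9% of the counts of each library. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3, robust) with TMM scaling, fitted to all 6 libraries with 1 coefficient per group, which left 3 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are CPM, edgeR's depth-scaled counts on the TMM-adjusted library size, given as mean ± SD of 2 libraries. Where both libraries of a group held 0 counts, the fold is a lower bound against a floor of 3 counts over that group, which covers counting error only. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so all calls rest on the spread shared among genes.

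In total, 12 gene lists were written before the data were examined: REST targets, neuronal markers, pluripotency, retinoic acid response, HOX, mesenchymal, proliferation, Integrator, REST complex, mitochondrial mRNA, ATF4 response and p53 targets. They were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, adjusted over the 12 lists of a comparison. The REST target and neuronal lists shared 0 genes, and the retinoic acid and HOX lists shared 2. Listed genes that the filter removed, or whose symbol was not matched, were not tested. The rule for named genes was set before the data were examined. It took BRAT1 and REST, the 5 largest rises and 5 largest falls per comparison among called genes with a mean of at least 5 CPM, non-overlapping libraries and a symbol that is not a clone name, at most 3 called members per list with the largest change, and the 5 largest falls and rises under induction among genes that had changed at least 2-fold the other way in differentiation. A gene named outside this rule is marked where it appears.

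The opposed share is the percentage of genes called in differentiation with at least a 2-fold change whose fold change under induction had the opposite sign. The retained share is the slope through the origin of induced against day 0 on uninduced against day 0 over the same genes. Both share libraries between comparisons, so each was set beside 20 simulations, drawn from negative binomial distributions with the fitted dispersions, in which induced libraries had the means of uninduced ones.

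The count test was tested on simulated counts for the 19816 genes in the differentiation and induction comparisons, with 200 genes changed by a known fold and 10 draws per setting; the third comparison, the GC and length correction and Cochran's Q were not simulated. With dispersions on the fitted trend, the induction comparison recovered 74.9% of 1.5-fold and 90.8% of 2-fold changes, with 4.04% and 4.57% false calls among all calls. The differentiation comparison recovered 76.0% and 90.7%, with 4.16% and 5.43% false calls. All other simulated genes had equal means in every group. These rates need not hold for the real differentiation comparison, where 15943 genes were called, and scaling under changes that broad was not simulated. With each gene's own fitted dispersion, false calls rose to 11.1% and 9.87% in the induction comparison and to 12.2% and 10.1% in the differentiation comparison, mostly in the 5% of genes whose dispersion lay farthest above the trend. A simulated list of 20 genes shifted by −0.50 on the log2 scale gave a camera p of 2.2e-22. Of 100 unshifted lists, 1 had a camera p under 0.05 and 7 had a fry p under 0.05. No setting with correlated list members was reported, so these rates need not hold for the real lists. Inter-gene correlations estimated for the real lists ran from −0.08 (retinoic acid response) to 0.99 (mitochondrial mRNA). A simulated retained share of 90% was found as 90.3%.

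Alternatives tried were DESeq2 size factors, library size alone, no filter on low counts, a mean of at least 10 counts, limma-voom, DESeq2's Wald test (DESeq2 1.42.0), only the 4 libraries compared, the replicate number as a block, a fold minimum, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, other list tests, and leaving out each library in turn. The last leaves 1 library in a group, so only fold changes were taken from it. For a test of GC bias, GC content came from the longest GENCODE 29 transcript of each gene (GRCh38, Biostrings 2.70.1), matched on the Ensembl gene identifier for 96.3% of genes tested. No coordinates are given, since the reference build differs from that of the files. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.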

Results

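RNA sequencing measured gene expression in NT2/D1 cells before retinoic acid (day 0), after 28 days of retinoic acid without doxycycline (uninduced) and after 28 days of retinoic acid with doxycycline, which switches on the shRNA against BRAT1 (induced). Each of the 3 groups had 2 libraries. Expected counts summed to 32628725 and 32607026 in day 0 replicates 1 and 2, to 22462867 and 23512377 in uninduced replicates 1 and 2, and to 26669959 and 20167253 in induced replicates 1 and 2. Pearson's r of log2 CPM across genes between replicates was 0.993 at day 0, 0.991 in uninduced cells and 0.989 in induced cells; genes are not independent replicates. Chi-square per gene between replicates was 5.10, 3.10 and 17.2 in the same order, so replicates differed by more than sampling noise. That value is a mean over genes, and a few genes with many counts can dominate it. The median absolute log2 difference between replicates, over 11045 better expressed genes, was 0.073, 0.067 and 0.087 in the same order. The biological coefficient of variation was 4.95%. In a principal component analysis, the first component held 97.3% of the variance and parted day 0 from day 28, and the second held 1.77% and parted induced from uninduced libraries.

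BRAT1, the targeted gene (ENSG00000106009), was read first in every library. It stood at 96.5 and 81.7 CPM in day 0 replicates 1 and 2, at 78.6 and 82.2 CPM in uninduced replicates 1 and 2, and at 56.3 and 57.4 CPM in induced replicates 1 and 2. Under induction its mean went from 80.4 ± 2.53 to 56.9 ± 0.804 CPM (SD, n = 2), a log2 fold change of −0.50 (SE 0.072, edgeR quasi-likelihood test, adjusted p = 7.0e-05), which is a change of −29.3%. The alternative that moved this value most, log2(TPM + 1), gave −0.67. Between day 0 and uninduced day 28 BRAT1 differed by −0.15 (SE 0.070, edgeR adjusted p = 0.055), which was not called, although it was with DESeq2 size factors (−0.16, adjusted p = 0.041) and with no filter on low counts (−0.19, adjusted p = 0.0063). REST (ENSG00000084093) was 113 ± 1.15 CPM at day 0, 76.2 ± 2.36 CPM in uninduced and 84.4 ± 1.29 CPM in induced cells (SD, n = 2). It was lower in uninduced day 28 cells than at day 0 by a log2 fold change of −0.57 (SE 0.058, edgeR adjusted p = 4.7e-09), and its difference under induction was not called (0.15, SE 0.059, edgeR adjusted p = 0.092). The series holds 0 libraries of doxycycline-treated cells without the shRNA, so every difference under induction combines the drug and the shRNA.

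**Figure D1:**
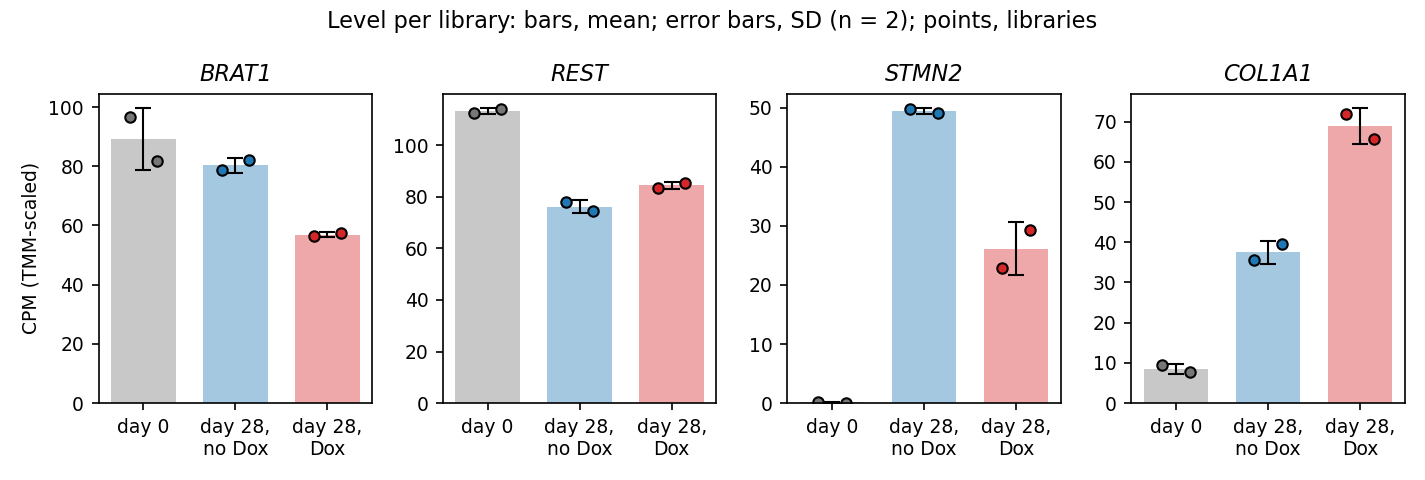
CPM (vertical axis, linear from 0, TMM-scaled) of BRAT1, REST, STMN2 and COL1A1 in each group (horizontal axis); bars are means, error bars SD (n = 2) and points single libraries. Both induced libraries lay below both uninduced ones for BRAT1 (56.9 against 80.4 CPM on average) and STMN2 (26.1 against 49.4 CPM) and above them for COL1A1 (68.8 against 37.5 CPM).

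The first comparison asked which genes change during retinoic acid differentiation. Of 19816 genes tested, 15943 were called between day 0 and uninduced day 28, 8150 higher and 7793 lower. At least 2-fold changes were found in 9323 of them, 5282 higher and 4041 lower. The setting that moved the count most, apart from the fold minimum, was log2(TPM + 0.1) with 11113 genes. Scaling by library size alone moved the median log2 fold change of all genes from 0.06 to 0.34 and the share of calls that were higher from 51.1% to 60.9%. Ranked by fitted fold change, the 5 largest named rises were in genes with 0 counts in both day 0 libraries. CFI (ENSG00000205403) reached 552 ± 14.2 CPM (SD, n = 2), at least 10702-fold higher. HOXA-AS3 (ENSG00000254369) was at least 2305-fold higher, HOXB4 (ENSG00000182742) at least 1885-fold, GLRA2 (ENSG00000101958) at least 1330-fold and AGTR2 (ENSG00000180772) at least 1161-fold. COL3A1 (ENSG00000168542), which had counts at day 0, was 4590-fold higher, above each of these bounds but that of CFI. Ranked by fitted fold change, the 5 largest falls were in genes with 0 counts in both uninduced libraries. TDGF1 (ENSG00000241186) fell from 182 ± 1.28 CPM (SD, n = 2) and was at least 3014-fold lower. MIR302B (ENSG00000249532) was at least 2153-fold lower, ZSCAN10 (ENSG00000130182) at least 1810-fold, PRDM14 (ENSG00000147596) at least 1226-fold and TRIML2 (ENSG00000179046) at least 1111-fold. The fall of POU5F1, which had counts in uninduced cells, was larger than all of these bounds (log2 fold change −11.93). HOXA-AS3 and MIR302B are annotated as antisense, and strand-aware counting was not stated, so both are uncertain.

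Among the 12 lists, 7 were called in differentiation by camera. The pluripotency list was lower with a median log2 fold change of −6.99, or −6.56 with 3 genes of a group at 0 set at their bound, and 18 of 18 genes were called lower (camera adjusted p = 1.4e-08). POU5F1 went from 1439 ± 89.2 to 0.363 ± 0.00881 CPM (SD, n = 2), a log2 fold change of −11.93 (SE 0.12, edgeR adjusted p = 1.2e-26). The proliferation list was lower (median −3.00, 18 of 18 called, camera adjusted p = 1.1e-08). The HOX list was higher with a median of 8.53, or 7.52 with 11 genes at their bound, and 30 of 33 entries were called higher (camera adjusted p = 1.5e-09). Its median rested in part on day 0 replicate 2, without which it was 9.23. On log2(TPM + 1) the medians were smaller, 2.93 for the HOX list and −4.41 for the pluripotency list, and both lists were still called. The retinoic acid response list (median 3.72, 8 of 9 called higher, camera adjusted p = 0.0012) and the neuronal marker list (median 3.02, 17 of 19 called higher and 1 lower, camera adjusted p = 2.0e-04) were also higher. The median of the neuronal list rested in part on day 0 replicate 1, without which it was 3.73. The Integrator list (median −0.60, camera adjusted p = 0.0094) and the mitochondrial mRNA list (median −0.84, 10 of 13 called lower) were lower. The Integrator fall depended on the setting, with a median of −0.32 under library size alone (camera adjusted p = 0.026) and of −0.33 on log2(TPM + 1), where the list was not called (camera adjusted p = 0.054). The REST target list had a median of 1.30, with 15 of 24 genes called higher and 7 lower, and was not called by camera (adjusted p = 0.062). STMN2 in that list rose from 0.121 ± 0.0741 to 49.4 ± 0.486 CPM (SD, n = 2), a log2 fold change of 8.62 (SE 0.22, edgeR adjusted p = 1.2e-17). The mesenchymal (median 1.43), REST complex (−0.58), ATF4 response (−0.84) and p53 target (−0.92) lists were not called by camera. The mesenchymal list was called on log2(TPM + 1) (median 0.97, camera adjusted p = 0.027). With no filter on low counts, camera called the REST complex (adjusted p = 0.017), ATF4 response (0.027) and p53 target (0.027) lists. The mesenchymal list was not called there (camera adjusted p = 0.053). The rotation test fry called 12 of 12 lists, and with an inter-gene correlation estimated from the data camera called 2, the pluripotency and proliferation lists. Adjusted over the list alone, the numbers of called genes in the lists named here were the same as over all genes tested.

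The second comparison asked which genes differ at day 28 when the BRAT1 shRNA is induced. Between induced and uninduced cells 3215 genes were called, 1599 higher and 1616 lower, with a median absolute log2 fold change of 0.37. Under library size alone the calls were 1145 higher and 2499 lower, so the share of higher calls moved from 49.7% to 31.4%. At least 1.5-fold changes were found in 773 genes (281 higher and 492 lower) and at least 2-fold changes in 196 (70 higher and 126 lower). The count depended on the test, with 1759 genes under DESeq2's Wald test and 117 under limma on log2(TPM + 0.1), the alternative that moved it most. The 5 largest named falls were in LINC00698 (ENSG00000244342; 0.364 to 0.0420 CPM, log2 fold change −3.00, SE 0.69), TMSB15A (ENSG00000158164; 30.3 to 8.80 CPM, −1.81, SE 0.12), PPP1R17 (ENSG00000106341; 3.43 to 1.16 CPM, −1.55, SE 0.21), HES6 (ENSG00000144485; 30.8 to 12.8 CPM, −1.30, SE 0.16) and NTS (ENSG00000133636; 2.09 to 0.864 CPM, −1.28, SE 0.24). Their edgeR adjusted p-values ran from 1.7e-07 for TMSB15A to 0.0042 for LINC00698. The largest rises were smaller. NPNT (ENSG00000168743) went from 8.08 ± 0.631 to 17.5 ± 3.04 CPM (SD, n = 2), a log2 fold change of 1.12 (SE 0.14, edgeR adjusted p = 1.5e-05). CYR61 (ENSG00000142871) rose by 1.10 (SE 0.20), MIR663A (ENSG00000227195) by 1.07 (SE 0.16), CLIC6 (ENSG00000159212) by 1.07 (SE 0.16) and PAPLN (ENSG00000100767) by 1.06 (SE 0.14). LINC00698, PPP1R17 and CYR61 were not called on log2(TPM + 1). MIR663A was not called with the replicate number as a block (adjusted p = 0.063).

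Under induction 5 of the 12 lists were called by camera. The REST target list was lower with a median log2 fold change of −0.50. In it 21 of 24 genes were lower and 19 were called, all lower, or 20 adjusted over the list alone (camera adjusted p = 4.9e-09). The named members were SYT4 (158 ± 0.0778 to 80.1 ± 16.2 CPM, log2 fold change −0.99, SE 0.13), STMN2 (49.4 ± 0.486 to 26.1 ± 4.48 CPM, −0.93, SE 0.095) and SCG2 (40.3 ± 0.134 to 21.9 ± 1.12 CPM, −0.88, SE 0.080; SD, n = 2). Their edgeR adjusted p-values were 0.0035, 3.4e-06 and 2.6e-07. The neuronal marker list had a median of −0.54, with 10 of 19 genes called lower and 2 called higher, or 13 and 2 adjusted over the list alone (camera adjusted p = 1.3e-05). ELAVL4 fell by 1.24 (SE 0.11), CNTN2 by 1.24 (SE 0.12) and POU4F1 by 1.08 (SE 0.21) on the log2 scale. NEFM and NEFH, singled out after their values were seen, were the 2 called higher (0.40, SE 0.068, edgeR adjusted p = 2.8e-04, and 0.60, SE 0.11, adjusted p = 9.3e-04). The mesenchymal list was higher, with a median of 0.51, 13 of 16 genes higher and 11 called, or 12 adjusted over the list alone (camera adjusted p = 1.3e-05). Its median was 0.27 on log2(TPM + 1), where the list was also called. COL1A1 went from 37.5 ± 2.85 to 68.8 ± 4.49 CPM (SD, n = 2), a log2 fold change of 0.88 (SE 0.080, edgeR adjusted p = 5.3e-07), but was not called on log2(TPM + 1). COL6A3 rose by 1.28 (SE 0.32) from 0.582 CPM and was not called by DESeq2's Wald test, and DCN rose by 1.09 (SE 0.34) from 0.867 CPM. The mitochondrial mRNA list had a median of 0.55 with 13 of 13 genes higher and 4 called (camera adjusted p = 1.3e-04), but the median was 0.18 in induced replicate 1 and 0.85 in induced replicate 2 against the uninduced mean. The p53 target list had a median of 0.19 with 3 of 14 genes called (camera adjusted p = 0.0046). In these last lists, 4 and 3 genes were also called when adjusted over the list alone. The medians of the other 7 lists, pluripotency, retinoic acid response, HOX, proliferation, Integrator, REST complex and ATF4 response, lay between −0.09 and 0.02, and none was called. Each of these 7 held 2 to 6 called genes, and the range was the same when adjusted over the list alone. That adjustment raised the number from 2 to 5 for REST complex, from 4 to 6 for ATF4 response and from 4 to 5 for retinoic acid response. Under fry the REST target, neuronal, mesenchymal and p53 lists were called and the mitochondrial list was not. With an estimated inter-gene correlation 0 of the 12 lists were called, and 1 list, the p53 targets, had an unadjusted p under 0.05 (0.046).

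**Figure D2:**
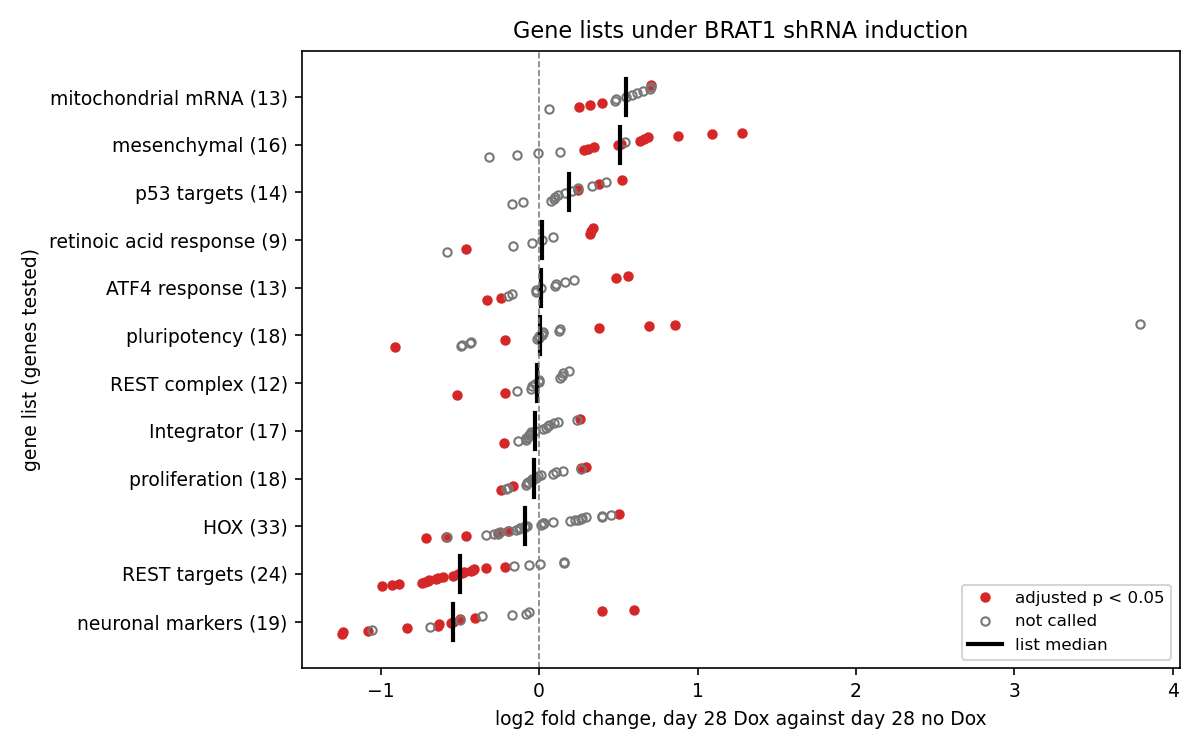
Log2 fold change of each gene under induction (horizontal axis) in the 12 lists (vertical axis, genes tested in parentheses); filled points were called at an adjusted p under 0.05 and black bars are list medians. The REST target and neuronal lists centre on −0.50 and −0.54 and the mesenchymal list on 0.51; the pluripotency point near 3.79 is TDGF1, which had 0 counts in uninduced cells, so its value depends on the prior count.

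Whether induction opposed the changes of differentiation was asked next. Of the 9323 genes with at least a 2-fold change in differentiation, 55.4% had a fold change of the opposite sign under induction. Both comparisons use the uninduced libraries, and simulations with unchanged induced libraries gave 52.7% on average, from 51.6% to 53.4% over 20 draws. On log2(TPM + 1), for which no simulation was made, the share was 53.1%, and without induced replicate 1 it was 53.5%. The retained share of the differentiation change was 96.9%, against 99.0% on average in the simulations (98.8% to 99.3%). It was 97.4% without the 493 genes that had a group at 0. Among the 1696 genes also called under induction, 1057 (62.3%) were opposed. When the induction effects were reassigned at random among genes of like expression, that share was 54.2% on average (SD 1.03, highest 56.1%, 20 draws). With no fold minimum, 2911 genes were called in both comparisons, of which 1013 rose and then fell, 764 fell and then rose, 660 rose in both and 474 fell in both. The named genes that rose at least 2-fold in differentiation and fell most under induction were ELAVL4, LRRN3 (18.5 to 8.21 CPM, log2 fold change −1.18, SE 0.12), ST18 (18.0 to 8.07 CPM, −1.17, SE 0.13), TAGLN3 (35.6 to 16.2 CPM, −1.15, SE 0.10) and NHLH2 (23.3 to 10.9 CPM, −1.12, SE 0.19). Those that fell at least 2-fold and then rose most were CYR61, HNRNPA1P7 (1.03, SE 0.18), KCNS3 (0.97, SE 0.22), RPS16 (0.97, SE 0.13) and F3 (0.91, SE 0.17). With no fold minimum in differentiation, CNTN2 (0.51 in differentiation) and CLIC6 (−0.81) would be among them. KCNS3 was not called on log2(TPM + 1), and HNRNPA1P7, a pseudogene, and RPS16, which has processed copies, are uncertain because reads can be divided among near-identical sequences.

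**Figure D3:**
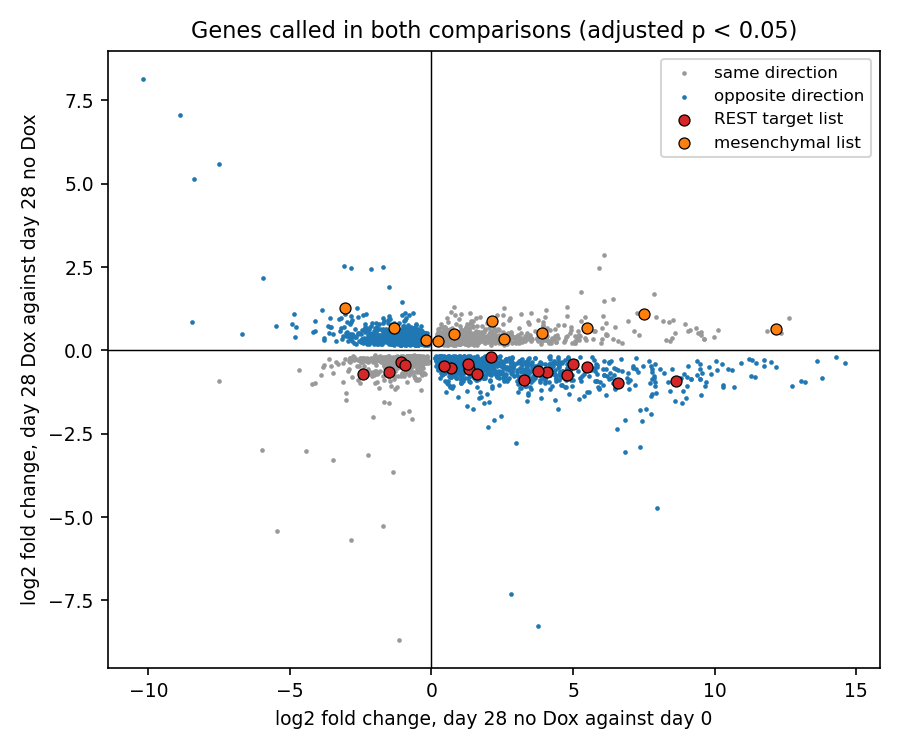
Log2 fold change in differentiation (horizontal axis) against that under induction (vertical axis) for the 2911 genes called in both; 1777 lie in the quadrants of opposite direction, and larger points mark the REST target list (18 genes) and the mesenchymal list (11 genes). All 18 REST target points lie below 0 and all 11 mesenchymal points above 0 on the vertical axis, and the points farthest out belong to genes near 0 counts in a group.

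The third comparison set induced day 28 cells against day 0. It called 15907 genes, 8211 higher and 7696 lower.

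The authors' deposited table for differentiation called 11570 genes at their thresholds of 1.5-fold and an adjusted p under 0.05 (5883 higher and 5687 lower). The authors' deposited table for induction called 376 (126 higher and 250 lower), and 367 of those 376 were also called here at 1.5-fold. The adjusted p-values behind the calls of the authors' deposited table were matched by DESeq2 on the 4 libraries to within 0.001 for 58.7% of genes in differentiation and 44.5% under induction. Across genes, Spearman's rho of the fold changes here with those of the authors' deposited table was above 0.999 in both comparisons, and the sign was the same for 99.7% of genes in differentiation and 99.5% under induction.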

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

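DESeq2 fitted to only the 4 libraries of a comparison was chosen after the data were seen, and the other alternatives before. The table of the whole series holds the same counts as the tables of single libraries, so that alternative says nothing about stability.

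The number of genes called in differentiation stayed within 1.5 times of 15943 under every alternative but a minimum fold of 2, which left 9323, and the induced against day 0 count of 15907 did so but for the same minimum, which left 9289. The induction count of 3215 was less stable. It was 1759 under DESeq2's Wald test, 1473 under DESeq2 on the 4 libraries, 414 on log2(TPM + 1), 117 on log2(TPM + 0.1) and 196 with a 2-fold minimum. Of the 1759, 414 and 117 genes, 1703, 374 and 98 were among the 3215, all in the same direction. TPM calls leaned to lower values, with 81 higher and 333 lower on log2(TPM + 1). The TPM fits test fewer genes and ignore counting noise; the cause of the differences was not tested further. limma-voom called 2859, fitting the 4 libraries alone with edgeR 3127 and using no filter 3605.

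The replicate numbers of the labels did not pair the libraries. Deviations from the group mean correlated across genes at −0.29 between day 0 and uninduced, 0.11 between day 0 and induced and −0.08 between uninduced and induced libraries with the same number. With the number as a replicate block, 2972 genes were called under induction and 15861 in differentiation.

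Leaving out a library leaves 1 in a group, so no count of calls was made. The direction of all 3215 induction calls was kept in each of the 4 fits without a library of that comparison. In differentiation 2 of 15943 calls changed direction without uninduced replicate 1, and 3 of 15907 calls changed direction without induced replicate 1 in the third comparison.

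BRAT1 under induction ranged from −0.67 to −0.50 over the alternatives and from −0.53 to −0.47 with a library left out.

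For gene lists, 7 were called in differentiation, 11 with no filter on low counts, 12 under fry and 2 with an estimated correlation. The REST target list, not called in differentiation, was called with no filter (median 1.26) and under fry (median 1.30). The neuronal list, called, was not with an estimated correlation (median 3.02, adjusted p = 0.34). With a library left out, the differentiation median ran from 1.19 to 1.36 for REST targets and from 2.92 to 3.73 for neuronal markers. Under induction 5 lists were called and 0 with an estimated correlation, where REST targets (median −0.50) had an adjusted p of 0.43 and neuronal markers (median −0.54) of 0.53. That estimate is made from 3 residual degrees of freedom and allows for members that vary together. With a library left out the induction median ran from −0.59 to −0.43 for REST targets and from −0.64 to −0.44 for neuronal markers.

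The opposed share of 55.4% was 56.8% with no filter and 53.1% on log2(TPM + 1), and ran from 53.5% to 55.7% with a library left out. The retained share of 96.9% was 93.8% with no filter, where genes of few counts enter, and ran from 95.3% to 98.3% with a library left out. The spread over the 4 pairings of single libraries was 1.33 percentage points (SD) for the first and 0.715 for the second.

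Of the other results, lists and named genes, 396 comparisons with an alternative left the side of the threshold as it was, 16 lost and 10 gained a call, and 0 reversed. Leaving out a library that enters the comparison moved a result by more than the spread between replicates in 57 instances and by less in 187. The depth of 20167253 to 32628725 counts per library limits genes such as LINC00698, with under 1 CPM in both day 28 groups.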

Other observations

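The tests of doxycycline itself and of the single-library origin of the mitochondrial rise, the split of the uninduced libraries and the immediate early list without 3 genes were chosen after those results had been seen. NEFM, SLX1B, EIF3C, EGR1, JUNB and the pseudogene CTD-2328D6.1 were picked after their values were seen.

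Neuronal and REST target genes were lower under induction. The tables argue against some technical explanations. Removing each library's trend on GC content and effective length left the median of both lists at −0.53, against −0.51 before. A GC value was matched for 97.7% of the 43 genes of both lists. That trend does not account for the fall. The lists' median minus that of all genes was −0.52 under library size alone, where the mesenchymal list stood at 0.45. A scaling factor per library moves all genes alike and leaves no such gap, so scaling does not account for the fall relative to other genes; amounts per cell were not measured. No single library carried it, because 81.4% of the list genes (35 of 43) had both induced libraries below both uninduced ones, where chance gives 16.7% and all tested genes gave 28.2%. The median was −0.63 in induced replicate 1 and −0.42 in induced replicate 2. Genes with a like change in differentiation and like expression did not fall in general. Among 10000 random lists matched to the REST list on both, the middle median was −0.02. The 2.5th percentile of the median was −0.13 and the lowest was −0.31, while the REST list stood at −0.50. The neuronal list, which shares 0 genes with it, lay as far out, at −0.54 against a 2.5th percentile of −0.17 and a lowest matched list of −0.34. Whether its genes are REST targets was not tested. Members of the matched lists were drawn independently, so these percentiles do not allow for list genes that vary together. In the REST list 8 of 24 genes were lower in differentiation, so its matched lists did not hold rising genes alone.

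A smaller share of neurons in the culture is another candidate explanation. If the share fell uniformly, list genes with at least a 4-fold rise in differentiation would all fall by a common factor. Over 22 such genes, Cochran's Q divided by its degrees of freedom was 19.8, with changes from −1.24 to 0.40. NEFM was the 1 gene among them called higher. It went from 69.6 ± 2.62 to 91.8 ± 7.50 CPM (SD, n = 2) and was also higher under library size alone (0.34). The falls thus had no common factor, but expression in other cells could dampen some of them, so a smaller share of neurons and lower expression within neurons cannot be told apart from these bulk libraries. A shift between kinds of neuron was not tested. Doxycycline itself cannot be told apart from the shRNA, since 0 libraries received the drug without the shRNA. The hypothesis that lower BRAT1 holds back part of the REST target program is in line with a REST list at −0.50 outside the matched lists, but the neuronal list did the same, the share of neurons is open, and the drug is confounded with the shRNA.

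Mesenchymal genes moved the other way, with a median of 0.51, or 0.27 on log2(TPM + 1). After the same correction for GC content and length the median was 0.47, which speaks against that trend as the whole cause. A larger share of mesenchymal-like cells could raise all of them. Cochran's Q over its degrees of freedom was 9.85, so the genes did not rise by a common factor, but expression in other cells could dampen the rise of some members, and 0 members were called lower. A larger share of such cells and higher expression within cells cannot be told apart from these bulk libraries. Doxycycline stays open here too.

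Mitochondrial mRNAs were higher under induction in 13 of 13 genes, but mostly through 1 library. The median rise was 0.18 in induced replicate 1, well under the combined 0.55, and 0.85 in induced replicate 2. In replicate 1 alone, 12 of 13 mRNAs still lay above both uninduced libraries. These mRNAs varied together, with an estimated inter-gene correlation of 0.99, so that count is not 12 independent observations. With that correlation the camera adjusted p of the list was 0.75, and a small rise in both libraries remains uncertain. Induced replicate 2 also had the lowest depth, and 3.01% of its counts were in CTD-2328D6.1, against 1.03% in induced replicate 1 and 0.719% and 0.598% in the uninduced libraries. These values suggest a difference in the RNA or the library of that replicate as the main source. No biological explanation was tested.

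EGR1 and JUNB were higher under induction (0.92, SE 0.085, edgeR adjusted p = 3.4e-07, and 0.78, SE 0.074, edgeR adjusted p = 6.3e-07). A list of 21 other immediate early genes, drawn up because EGR1 and JUNB had been seen to rise, had a median of 0.38, with 19 higher and 13 called higher. Its camera p was 2.2e-08, its fry p 0.0054 and its camera p with an estimated correlation of 0.22 was 0.078. CYR61, a named rise, and BTG2 and ATF3, members of the p53 and ATF4 lists, were among the 21. Without these genes the median was 0.43, with 17 of 18 higher. The camera p was then 7.4e-08 and the fry p 0.0055. For all 21 the median was 0.49 in induced replicate 1 and 0.39 in induced replicate 2. The rise may thus belong to immediate early genes as a class. Handling at harvest, doxycycline and the shRNA are possible sources and were not told apart by any test here.

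SLX1B was among the larger falls (log2 fold change −2.07, SE 0.28, edgeR adjusted p = 3.7e-05), with 75 and 88 counts in uninduced and 23 and 15 in induced libraries. SLX1A is a near-identical copy. SLX1B held 20.8% and 20.9% of the reads of the pair in uninduced libraries and 5.62% and 6.58% in induced ones. The sum of the pair changed by −0.30 with an SE of 0.23 over the 4 libraries, and SLX1A by −0.05. A change in how reads were divided between the copies and a fall of SLX1B alone cannot be told apart, because a change of −0.30 with an SE of 0.23 leaves open both a sum that stayed and a sum that fell.

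EIF3C was higher under induction (0.62, SE 0.059, edgeR adjusted p = 4.4e-07). It shares reads with EIF3CL. The sum of the 2 genes rose by 0.56 (SE 0.034), with both induced libraries (203 and 199 CPM) above both uninduced ones (133 and 139 CPM), and EIF3CL did not fall (0.31). A shift of reads from EIF3CL to EIF3C therefore does not explain the rise. Other copies in the genome were not tested.

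Genes changed in differentiation moved back under induction slightly more often than not. The opposed share of 55.4% lay above the highest of 20 simulations with unchanged induced libraries, 53.4%. It also lay above the highest of 20 draws with induction effects reassigned at random, 54.5%. Over the 4 pairings of single libraries the share ran from 53.2% to 55.6%, so not every pairing passed 54.5%. In a split without a shared control, 1 uninduced library served to choose genes with at least a 2-fold difference from day 0, and the other served for induction. The share was then 53.3% and 53.1% in the 2 assignments (9402 and 9399 genes), where unchanged induced libraries gave at most 51.1% and 51.4% in 20 simulations. The bias from shared controls, absent from the split, therefore does not account for all of it. The simulations drew each gene independently, so their spread leaves out deviations common to many genes of a library. Such deviations were not excluded as a source of the excess. The excess over 50% is small, and on log2(TPM + 1), for which no simulation was made, the share was 53.1%. A slightly less advanced differentiation of induced cells is a candidate explanation that the opposed shares allow. Several lists called in differentiation did not clearly move back. The HOX, pluripotency, retinoic acid response and proliferation medians were 8.53, −6.99, 3.72 and −3.00 in differentiation. Under induction they were −0.09, 0.01, 0.02 and −0.03, and none was called. The mesenchymal list, not called in differentiation (1.43), was higher again under induction (0.51). REST targets and neuronal markers fell beyond lists matched on change in differentiation and expression. A reversal shared by such genes in general therefore does not account for these falls. No time between the start and the end of differentiation was sampled, so early and late changes could not be told apart. Less advanced differentiation that mainly affects genes changing late therefore stays open for both lists.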
